A study of Homo sapiens with 2 samples.

How the data were processed

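A pair of A375 RNA libraries was compared, 1 from cells given a non-targeting control siRNA and 1 from cells given an siRNA pool against NFATC2. Total RNA was taken 72 hours after knockdown and poly(A) RNA was enriched, copied into double-stranded cDNA from oligo(dT) primers, cut and tagged with the Tn5 transposase and amplified by PCR, per the labels' protocols. No molecular identifiers are described there, so reads are not independent molecules, and every interval and detection floor given here covers counting error only. The siRNA pool was used at 40 nM. The labels give no separate concentration for the control siRNA.

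The authors deposited raw read counts per gene symbol, 1 table per library, with no normalization. Each table lists 55401 symbols and ends with the category totals written by the htseq-count program, per the files' last lines. The aligner, the genome build, the gene annotation and the program versions are not stated in the labels or the files. The categories for low-quality, unaligned and non-uniquely aligned reads are all 0, so the tables do not show how such reads were handled. Reads overlapping several genes are kept in an ambiguous category and are in no gene's count, which lowers the counts of overlapping genes.

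The groups were taken from the treatment recorded for each sample. With 1 library per group there are no residual degrees of freedom, edgeR's quasi-likelihood test could not be fitted, and no difference has a replicate check. The counts were scaled with the trimmed mean of M-values (TMM) in edgeR 4.0.16 under R 4.3.3, computed over the 13654 genes with at least 10 counts in at least 1 library. The log2 ratio of a gene is the NFATC2 siRNA library over the control library after adding a pseudocount of 0.5 to each count. Its 95% interval is the Clopper-Pearson interval of the share of the gene's reads that fell in the NFATC2 siRNA library, converted to a ratio. Each gene was tested with a two-sided exact binomial test of that share with Benjamini-Hochberg adjustment over the 13654 genes (SciPy 1.17.1). This tests whether the reads of these 2 libraries differ by more than sampling, and does not compare the conditions. A gene was counted as different when its adjusted p-value was under 0.05 and its log2 ratio was at least 1 in size.

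Named genes were chosen by a rule set before the data were examined. It took NFATC2 and the other NFAT genes. It took the 5 genes that rose and the 5 that fell whose interval had its nearer bound farthest from 0. It also took up to 3 members of each gene list that stood apart. The rule did not say whether NFATC2 counts among the 5 that fell, and NFATC2 was left out of them. Genes related to a named gene, SMAD7 and mitochondrially encoded genes were named outside the rule. The TGF-beta list was added after the data were seen. Gene positions, types and transcript lengths were taken by symbol from GENCODE release 29 (GRCh38), which need not be the authors' annotation, and no coordinates of the authors were used. Of the 13654 genes, 12302 matched by symbol and 557 through a synonym, and 12859 (94.2%) had a transcript length, taken as the longest protein-coding transcript or, without one, the longest transcript. A check of length over a set of genes required a length for 80% of the set. With symbols matched in their exact letter case, 79.9% of the genes lower past both thresholds had one. Matching without regard to case was introduced after this shortfall was seen; it added 1 symbol over the whole table, a gene of that set, and brought the share to 80.3%.

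Alternatives fixed beforehand were other scalings (total counts, DESeq2 1.42.0 size factors, the upper quartile), larger pseudocounts, other count minimums and fold thresholds, leaving out mitochondrial and ribosomal-protein genes, and edgeR exact tests with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4 or with one estimated by treating both libraries as 1 group. After a relation with transcript length was seen, corrections for length and for length with GC content were added, in which a lowess curve (statsmodels 0.14.6, fraction 0.3) of the log2 ratio was subtracted. Gene lists were compared with 10000 random lists of the same size, matched on mean expression in 20 classes.

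The scripts were tested on simulated counts drawn from the real gene means. Of 200 genes planted with a log2 change of 2, 94.0% were recovered with Poisson noise alone, with 1 unchanged gene called. With a biological coefficient of variation of 0.2, 93.5% were recovered and 340 unchanged genes were called, because the binomial test has no term for variation between cultures. A planted trend with length was removed by the correction. Of 200 random lists, 6 fell outside the central 95% of their matched lists. Each gene was simulated independently, so this does not show how often a list of genes that vary together would fall outside.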

Results

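Gene expression was measured by RNA sequencing in A375, a human melanoma cell line, after transfection with an siRNA pool against NFATC2 or with a non-targeting control siRNA. NFATC2 encodes a calcium-regulated transcription factor of the NFAT family. The design asks which transcripts differ when NFATC2 is depleted. Each condition was represented by 1 library, harvested 72 hours after knockdown, so no value below has a replicate error and the intervals cover the sampling of reads only.

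The control library held 8441321 reads assigned to genes and the NFATC2 siRNA library 9047929. At least 1 read was found for 20438 genes in the control library and for 20920 in the NFATC2 siRNA library. A gene with 3 reads corresponds to 0.355 CPM (gene counts scaled to a common library size of 1e6 reads) in the control library and to 0.332 CPM in the NFATC2 siRNA library, which is taken as the smallest level these depths can show. The 10 most abundant genes took 5.17% of the control reads (95% Wilson interval 5.16 to 5.19) and 4.71% of the NFATC2 siRNA reads (4.69 to 4.72). Mitochondrially encoded genes took 1.13% (1.12 to 1.13) and 1.26% (1.25 to 1.27). Cytosolic ribosomal-protein genes, including pseudogenes named after them, took 5.92% (5.91 to 5.94) of the control reads and 3.87% (3.86 to 3.88) of the NFATC2 siRNA reads. Reads that overlapped several genes made up 7.48% of all listed reads in the control library and 6.72% in the NFATC2 siRNA library.

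The target transcript was examined first. NFATC2 (ENSG00000101096.19; chromosome 20, 51386957 to 51562831 on the minus strand in GRCh38; protein-coding) had 1413 reads in the control library and 251 in the NFATC2 siRNA library, or 173.7 and 26.73 TMM-scaled CPM. The log2 ratio was -2.70 (95% interval -2.90 to -2.51), which leaves 15.4% of the control level. The reads of the 2 libraries differed by far more than sampling (two-sided exact binomial test, p = 1.57e-234, adjusted p = 4.77e-232). Among the 9060 genes with at least 200 reads over both libraries, NFATC2 had the ratio ranked 2 from the bottom. Of the alternative settings, correction for transcript length and GC content moved this value most, to -2.87. Under an assumed biological coefficient of variation of 0.4 the difference did not pass the adjusted threshold in edgeR's exact test.

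The other NFAT genes were measured at lower depth. NFATC1 (chromosome 18, 79395856 to 79529325) had 39 control and 36 NFATC2 siRNA reads, a log2 ratio of -0.32 (-1.02 to 0.37). NFATC4 (chromosome 14, 24365673 to 24379604) had 81 and 95 reads, a log2 ratio of 0.02 (-0.42 to 0.47). For both genes the interval spans 0, and no difference was detectable at this depth. NFATC3 (chromosome 16, 68084751 to 68229259) had 274 and 438 reads, a log2 ratio of 0.47 (0.25 to 0.69) with an adjusted p of 0.000102 in the exact binomial test. NFAT5 (chromosome 16, 69565094 to 69704666) had 76 and 175 reads, a log2 ratio of 0.99 (0.60 to 1.40) with an adjusted p of 1.49e-06 in the same test. Both are long transcripts, and after correction for transcript length their log2 ratios were 0.33 and 0.77. In edgeR's exact test NFATC3 did not pass the adjusted threshold at an assumed biological coefficient of variation of 0.1 (adjusted p = 0.221), and NFAT5 passed at 0.1 (adjusted p = 0.0106) but not at 0.2. NFAT5 lay just under the log2 threshold of 1 and reached it with total counts as library sizes (1.10) and with upper-quartile scaling (1.01).

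The libraries were then compared over all 13654 genes with at least 10 counts in at least 1 of them. Across these genes the log2 CPM of the 2 libraries correlated with Pearson's r = 0.977 and Spearman's rho = 0.980; genes are not independent replicates, so no p-value is attached. The robust spread of the log2 ratios (the scaled median absolute deviation) was 0.447, against 0.131 in counts redrawn with sampling noise alone. In the lowest of 5 expression classes, with a median of 34 reads per gene over both libraries, the spread was 0.814 against 0.491 from sampling. In the highest class, with a median of 2829 reads, it was 0.370 against 0.0470. The spread among well-covered genes therefore exceeded what read sampling gives, and with 1 culture per condition it cannot be divided between the treatment and differences between cultures or library preparations.

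In the exact binomial test, 5744 genes (42.1%) had an adjusted p-value under 0.05. Of these, 385 genes were higher in the NFATC2 siRNA library by a log2 ratio of at least 1 and 274 were lower by as much. These numbers depended on the thresholds and on the error model. With a threshold of 1.5-fold they were 1030 and 1027, and with a log2 threshold of 2 they were 65 and 43. With edgeR's exact test and an assumed biological coefficient of variation of 0.1, 261 genes were higher and 158 lower; at 0.2 the numbers were 17 and 8; at 0.4 no gene passed. The coefficient estimated by treating both libraries as 1 group was 0.199, which includes any real difference between them.

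**Figure D1:**
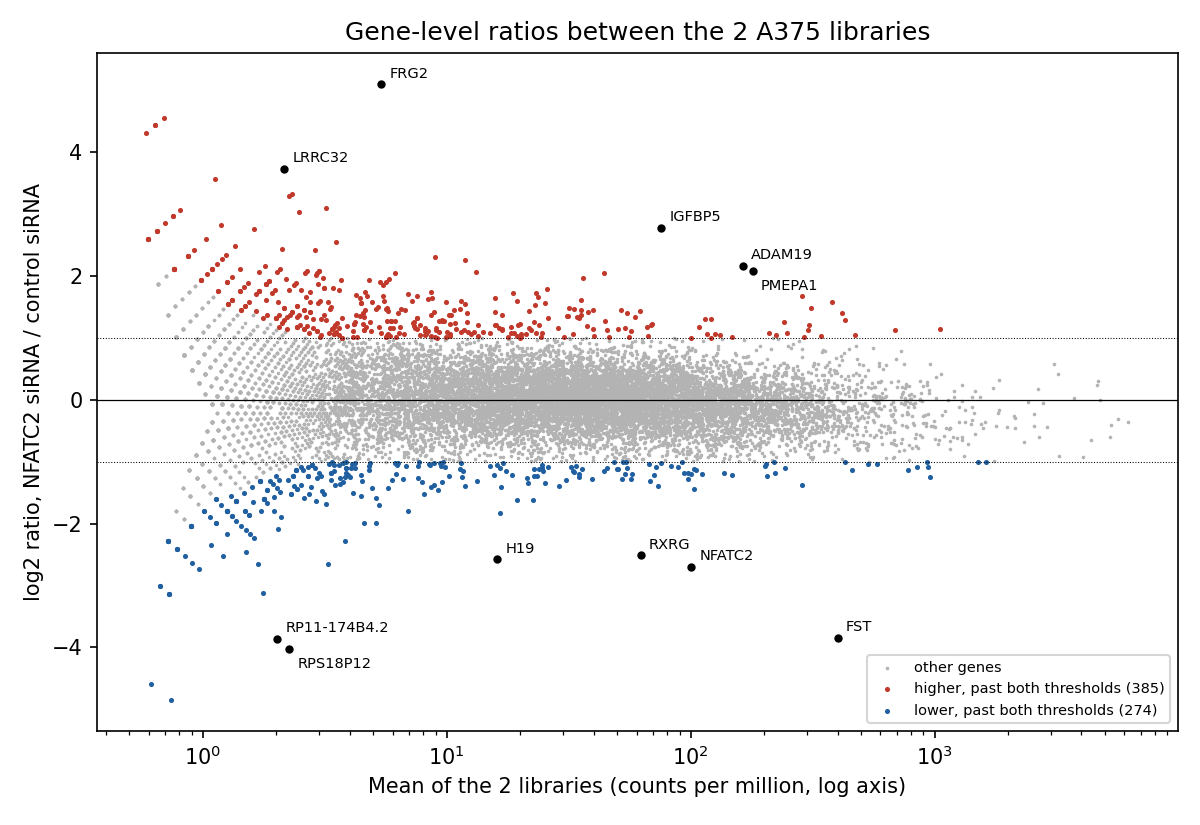
Each point is a gene with at least 10 counts in at least 1 library; the horizontal axis is the mean of the 2 libraries in CPM (log axis), the vertical axis the log2 ratio of the NFATC2 siRNA library to the control library, and the dotted lines mark log2 ratios of -1 and 1. The 385 genes higher and the 274 genes lower past both thresholds are coloured, and FST lies at -3.84, with NFATC2 at -2.70 and RXRG, of similar abundance to NFATC2, at -2.51.

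The log2 ratios also followed transcript length. Among 10368 genes with at least 100 reads over both libraries and a known length, the rank correlation between length and log2 ratio was 0.477 across genes. In the shortest of 10 length classes, with a median length of 1147 nucleotides, the median log2 ratio was -0.45; in the longest, with a median of 9646 nucleotides, it was 0.24. Genes higher past both thresholds had a median transcript length of 4388 nucleotides and genes lower past both a median of 1713, against 3428 for all genes tested. A length was known for 92.5% of the former and 80.3% of the latter. For the lower genes this is at the minimum of 80% required for a check of length: it was 79.9% (219 genes) until 1 symbol that differs from the annotation in letter case was matched, so their values are at the limit of what the coverage allows. After correction for length, 288 of the 356 higher genes with a length still passed both thresholds in the same direction, and 97 of the 220 lower genes did.

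**Figure D2:**
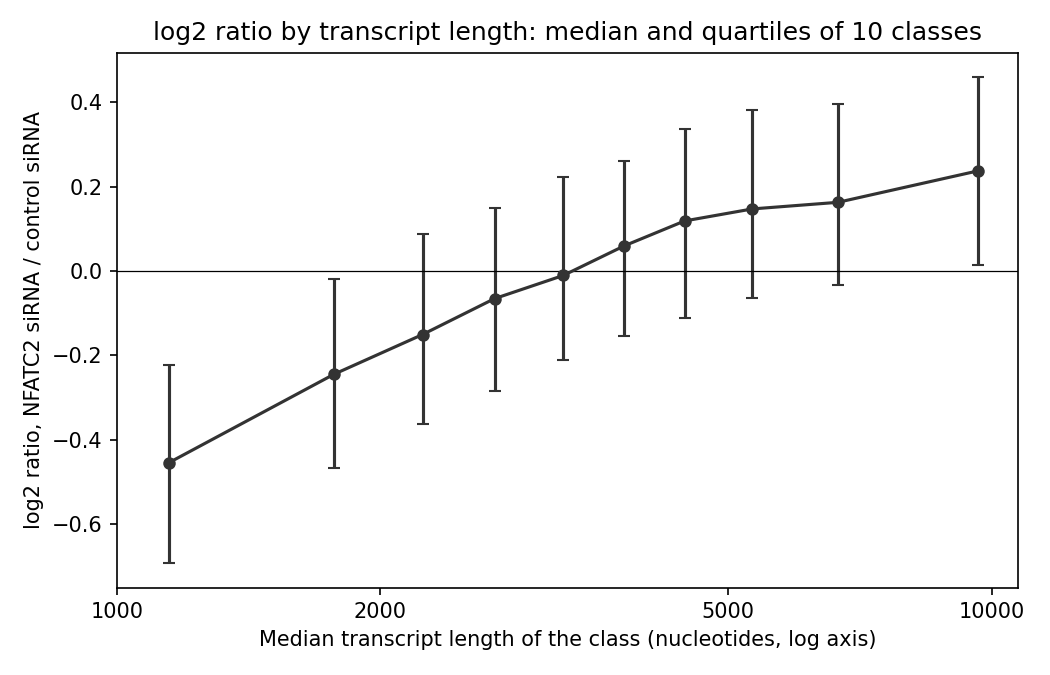
Points are the median log2 ratio (NFATC2 siRNA over control) in 10 classes of transcript length, placed at the median length of the class in nucleotides (log axis); bars span the quartiles of the genes in the class. The median rises from -0.45 in the shortest class to 0.24 in the longest.

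The transcript with the largest well-covered decrease was FST (ENSG00000134363.11; chromosome 5, 53480409 to 53487134, plus strand), which encodes follistatin, a secreted protein that binds activins. It had 6087 control reads and 489 NFATC2 siRNA reads, a log2 ratio of -3.84 (-3.98 to -3.71), and the value was -3.73 after length correction. RXRG (chromosome 1, 165400917 to 165445355), a retinoid X receptor gene, had 864 and 175 reads, a log2 ratio of -2.51 (-2.75 to -2.27). The noncoding transcript H19 (chromosome 11, 1995176 to 2001470) had 224 and 43 reads, a log2 ratio of -2.57 (-3.09 to -2.11). The other 2 decreases rested on few reads. Each had 2 reads in the NFATC2 siRNA library, under the detection floor of 3 reads, so the size of its fall was not resolved. RPS18P12 (chromosome 17, 14705076 to 14705534), a processed pseudogene, had 35 and 2 reads; it shares sequence with RPS18, which itself fell by 1.09 on the log2 scale, so its reads cannot be assigned with certainty. The other, a transcript named only by its genomic clone, had 31 and 2 reads and matched no gene of the annotation used.

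Among the increases, IGFBP5 (chromosome 2, 216672105 to 216695525), an insulin-like growth factor binding protein gene, had 156 control and 1243 NFATC2 siRNA reads, a log2 ratio of 2.78 (2.55 to 3.04). ADAM19 (chromosome 5, 157395534 to 157575775), a metalloprotease gene, had 484 and 2516 reads, a log2 ratio of 2.17 (2.03 to 2.31). PMEPA1 (chromosome 20, 57648392 to 57711536) had 560 and 2724 reads, a log2 ratio of 2.07 (1.94 to 2.21). FRG2 (chromosome 4, 190024351 to 190027257) had 2 and 99 reads, a log2 ratio of 5.11 (3.53 to 8.49); it belongs to a family of near-identical subtelomeric copies, of which FRG2B had 0 and 0 reads and FRG2C 0 and 2. The tables do not show how reads that align to several copies were handled, so the copy of origin was not determined. LRRC32 (chromosome 11, 76657524 to 76670747) had 2 and 38 reads, a log2 ratio of 3.74 (2.09 to 7.14). FRG2 and LRRC32 had 2 control reads each, under the detection floor of 3 reads. Their log2 ratios are therefore read as rises of unresolved size. All 10 of these genes had an adjusted p-value under 0.05 in the exact binomial test and in edgeR's exact test at an assumed coefficient of variation of 0.2, and none passed the latter at 0.4. For the 9 with a known length, the correction for length left each past both thresholds in its direction.

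**Figure D3:**
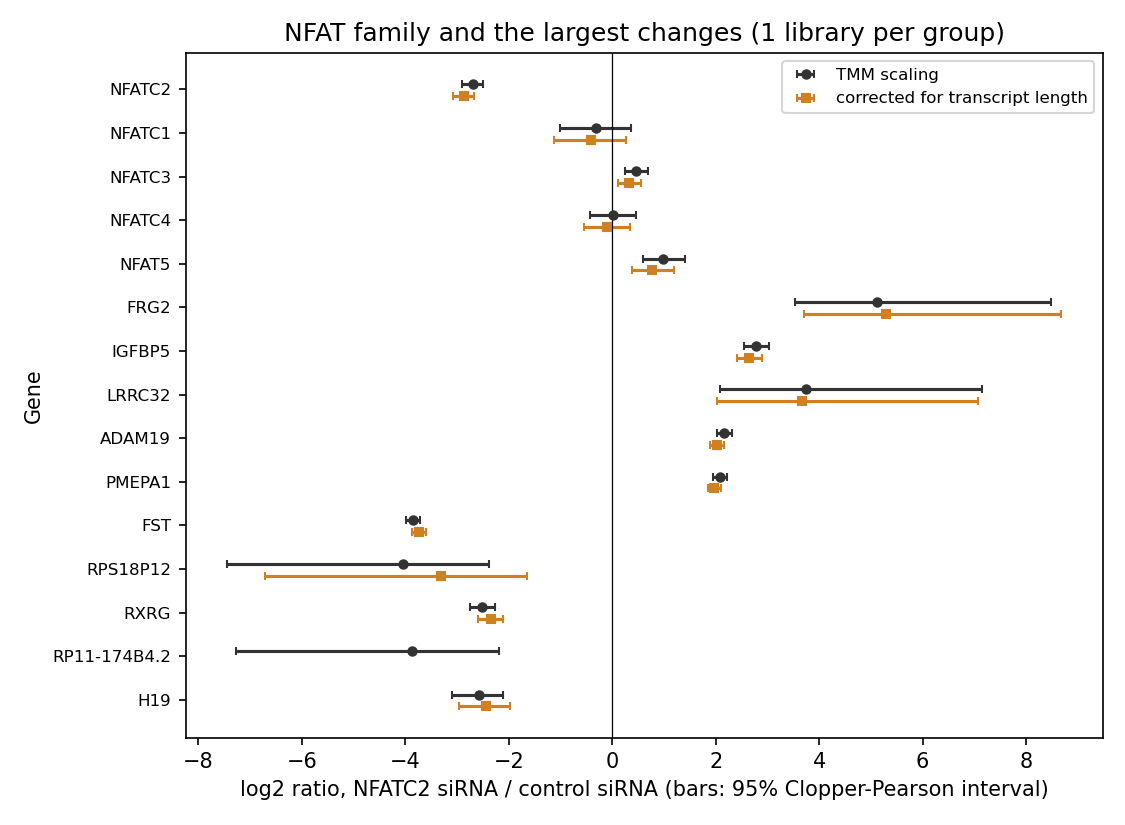
Log2 ratios (horizontal axis, NFATC2 siRNA over control, 1 library per group) of the NFAT genes and of the 5 genes each that rose and fell most by the bound of their interval; circles use TMM scaling, squares are corrected for transcript length, and bars are 95% Clopper-Pearson intervals from read sampling. The intervals of FST (-3.98 to -3.71) and IGFBP5 (2.55 to 3.04) are narrow, while those of FRG2, LRRC32, RPS18P12 and the clone-named transcript are wide because each had 2 reads in a library.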

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

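The test in this part was chosen after the result was seen, and it is the second version of that test. Reads that the counting program assigned to no feature enter no comparison of the report. They made up 2.70% of all listed reads in the NFATC2 siRNA library (95% Wilson interval 2.69 to 2.71) and 2.42% in the control library (2.41 to 2.43). The counting settings are not stated, so reads in introns of annotated genes may be among them. The share was above the control level by more than counting error, a log2 ratio of 0.16, with 1 library on each side. A technical explanation is that more genomic DNA or RNA from unannotated sequence entered the NFATC2 siRNA library. If genomic DNA was the source, reads should also rise in genes that are close to silent. The first version took all olfactory receptor genes, which held 94 control reads and 147 NFATC2 siRNA reads, a log2 ratio of 0.55 in their share of reads (0.17 to 0.94). It was narrowed after that value was seen, because a few expressed receptor genes held most of the reads. Over olfactory receptor genes with fewer than 10 reads in all, 23 control reads and 44 NFATC2 siRNA reads were found, a log2 ratio of 0.84 in their share of reads (0.08 to 1.64). This is the direction that genomic DNA predicts, as was that of the first version. The value rests on few reads, its lower bound is close to 0 and the choice of genes was made with the data in view. It does not bear on RNA from unannotated sequence. A change in the cells, such as wider transcription of close to silent genes and unannotated sequence after knockdown, predicts the same outcome and was not tested separately.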

How the results depend on the processing

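Settings were listed before the data were examined, except those with a length or GC correction or length matching and all those of the TGF-beta list, which were added after the data were seen. No paired analysis was possible because each group has 1 library, and for the same reason none was left out and no other splits of the samples exist.

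For single genes, settings with edgeR's exact test carry over the main log2 ratio, so they could not change a direction. Settings with a larger pseudocount carry over the main adjusted p, so they could not change the side of that threshold. The fall of NFATC2 kept its direction under all 13 alternatives, from -2.87 to -2.59. It stayed past the adjusted threshold in 12 of them; with edgeR's exact test at an assumed biological coefficient of variation of 0.4 (log2 ratio -2.70) the adjusted p was 1.00.

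The numbers of genes past both thresholds (385 higher, 274 lower) depended on the error model and the thresholds. They became 17 and 8 with edgeR's exact test at a coefficient of 0.2, the same 17 and 8 with the coefficient estimated from both libraries as 1 group, and 0 and 0 at 0.4; at 0.1 the lower genes moved to 158. Requiring 50 counts in a library gave 224 and 123. A threshold of 1.5-fold gave 1030 and 1027, and a log2 threshold of 2 gave 65 and 43. Length correction applies only to genes with a known length, which 356 of the higher and 220 of the lower genes have; among genes with a length it gave 388 higher and 121 lower, or 117 lower with GC content. Length correction with an edgeR likelihood ratio test gave 88 higher and 18 lower genes, where the coefficient estimated from both libraries was 0.162 in place of 0.199. The robust spread of the log2 ratios moved from 0.447 to 0.402 with 50 counts, 0.424 with a pseudocount of 5 and 0.368 after length correction. The other scalings, pseudocounts and the laxer filter changed both numbers by less than 1.5 times.

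Of the 4 gene lists that lay within the central 95% of random lists, 3 changed their side of the middle. The proliferative list moved from the percentile 47.2 to 75.7 when the mean replaced the median. The NFAT target list moved from 27.5 to 84.1 with 50 counts and to 59.9 without its most changed member, and the other way to 6.75 with the mean. The cholesterol list moved from 47.0 to 53.9 with the mean, 64.4 without its most changed member and 61.3 with length matching. The interferon list kept its side and crossed the upper bound, from 97.1 to 98.2 with a pseudocount of 5 and 98.3 with the mean, while its largest move was down, to 87.2 with 50 counts. The invasive, cell-cycle, stress and TGF-beta lists stayed on their side and outside the central 95% under each of the 6 alternatives run for them. The cell-cycle list stayed at 0, and the invasive list at 100 except with length matching (99.98). At these ends of the scale a percentile cannot show a weaker shift. After length correction the invasive median went from 0.36 to 0.21 and the cell-cycle median from -0.29 to -0.27. Scaling cannot change these percentiles, since it shifts every gene alike.

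Among the other 14 named genes, NFATC4 reversed, from 0.02 to -0.10 with length correction (the same with the edgeR test) and -0.14 with length and GC content, always with an interval that spans 0. Of their 178 values under the alternatives, 19 lost the adjusted threshold, all 19 in a setting with an edgeR test, 156 kept both their direction and their side of it, and the other 3 are the reversals of NFATC4, which stayed short of it. Part of this was fixed in advance, since edgeR's exact test left the log2 ratio as it was and a larger pseudocount left the adjusted p. NFAT5, at 0.99, reached the log2 threshold of 1 with total counts (1.10) and with the upper quartile (1.01), so its call by both thresholds changes there. The cause of these changes was not tested beyond the settings named. Depth limits the low-count genes most: FRG2, LRRC32, RPS18P12 and the clone-named transcript each had 2 reads in a library. That is under the detection floor of 3 reads.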

Other observations

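The hypotheses on 7 gene lists were written before the data were examined; the tests of length and those of the TGF-beta list, of FST and of the length relation were chosen after the results they bear on had been seen. Each list was written from general knowledge of the field, and 1 culture per condition means that no list can be told apart from a difference between the cultures.

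The rise of the log2 ratio with transcript length (rank correlation 0.477) is large enough to shape any list of changed genes from these libraries. It remained at 0.472 with mean expression partialled out, at 0.483 with GC content partialled out, at 0.552 among the 6385 genes with at least 500 reads, and at 0.456 without 369 genes of ribosomal, respiratory-chain, proteasome and similar families, so none of these accounts for it. Loss of fragments by length during library preparation may be the source. Over 13 mitochondrially encoded protein-coding genes, whose transcripts are cut from shared precursors, the rank correlation with annotated length was 0.055. Some of these genes share a transcript, so these lengths need not be transcript lengths. Shuffled lengths gave a range of -0.56 to 0.56, which also holds 0.477. The genes are therefore too few for the correlation to show or exclude the same rise. Only MT-CO1 (-0.71) lay below -0.45, the median of the shortest length class, where most of these lengths fall. A length effect alone would place the genes near that median. A shift common to mitochondrial transcripts could offset it, so their level does not decide either. Of 576 genes past both thresholds with a known length, 385 stayed past both after the correction, so the trend with annotated length does not account for most of these calls. The annotated length is that of the longest transcript, which need not be the one expressed. An effect of the true length is therefore not excluded. The loss was uneven: 288 of 356 higher genes stayed, and 97 of 220 lower ones, a set whose share with a length (80.3%) reached the required 80% through 1 symbol matched after a shortfall was seen. Cytosolic ribosomal-protein genes had a median log2 ratio of -0.62, which became -0.29 after length correction and was -0.51 with total counts as library sizes.

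Depletion of NFATC2 was predicted to lower the genes of the invasive melanoma state and to raise those of the proliferative state. Neither was seen. The median of the 43 invasive genes was 0.36, higher in 35 of 43 genes and at the percentile 100 of the random lists, the opposite of the prediction. With random lists also matched on length it was at 99.98. The median itself was smaller after length correction, at 0.21. NUAK1 (log2 ratio 2.07), TLE4 (1.22) and NRP1 (1.18) rose most among those past both thresholds. The 35 proliferative genes had a median of 0.02, at the percentile 47.2, or 42.0 with length matching. Of the 35, 19 were higher, 3 passed both thresholds upward, the predicted direction, and 0 downward. Genes described as NFAT targets, predicted to fall, had a median of -0.09 over 15 genes, at 27.5, or 28.5 with length matching; 8 of the 15 were lower, 2 passed both thresholds downward and 0 upward. The sign of this median was not stable: it was 0.08 after length correction and 0.02 with total counts as library sizes.

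Cell-cycle genes had a median log2 ratio of -0.29, lower in 79 of 93 genes, at the percentile 0 of the random lists with or without length matching. CKS2 (-1.13) and CKS1B (-1.05) passed both thresholds, but they are short transcripts and their values were -0.47 and -0.52 after length correction. The prediction that knockdown or transfection lowers proliferation was met for cell-cycle transcripts only, since proliferation itself was not measured. Both libraries came from cells given an siRNA, so the contrast cannot test transfection as such. A percentile of 0 cannot tell whether the knockdown, the cell density or a difference in toxicity between the transfections may be behind the lower transcripts.

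Genes induced by the stress factor ATF4 had a median of -0.31, lower in 25 of 30 genes, at the percentile 0.07, or 0.21 with length matching. The log2 ratio was -1.79 for NUPR1 (16 and 5 reads), -1.62 for CHAC1 and -1.21 for ASNS. These values were -1.91, -1.38 and -1.07 after length correction. A difference in amino-acid supply between the cultures at harvest may produce this, and it cannot be told apart from an effect of the knockdown. Interferon-induced genes, written as a check on the siRNA reagents, were at 97.08, just inside the central 95%, and at 96.88 with length matching. Cholesterol synthesis genes were at 46.97 and 61.26. The medians of the invasive, cell-cycle, stress and TGF-beta lists kept their sign under each of the 4 scalings; with total counts, 66 of 93 cell-cycle genes and 22 of 30 stress genes were lower.

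FST fell more than the siRNA target. Its log2 ratio was -3.729 after length correction, an outcome that could hardly have differed. The medians of the length classes ranged only from -0.45 to 0.24, so the trend with length is too small to account for this fall. Its adjusted p in edgeR's exact test was 1.07e-55 at an assumed biological coefficient of variation of 0.1, 1.40e-12 at 0.2 and 0.258 at 0.4. No gene passes at 0.4, so that setting says nothing specific to FST, and without replicates the coefficient that applies is unknown; whether variation between cultures accounts for the fall was therefore not settled. The siRNA sequences were not used here, so direct targeting of FST by the pool was not tested. Since follistatin restrains activins, which act through the same SMAD proteins as TGF-beta, a hypothesis is that SMAD signalling rose; PMEPA1 (2.07) and SMAD7 (1.02, from 33 and 78 reads) were among the genes that had prompted it, and such genes were left out of its test. Over 46 other genes of TGF-beta signalling the median log2 ratio was 0.24, higher in 39 of 46, at the percentile 99.99 with and without length matching. LTBP2 (1.68), BMP2 (1.17) and SKIL (1.10) passed both thresholds, SKIL at 0.93 after length correction. This is consistent with the hypothesis, but it was formed on the same 2 libraries, and a difference between cultures remains possible.

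Of the 13 mitochondrially encoded protein-coding genes, MT-CO1 fell by 0.71 on the log2 scale, from 13844 to 9740 reads, while the other 12 ranged from -0.40 (MT-ND3) to 0.66 (MT-ND5). No explanation was tested.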
